A study of Mus musculus with 8 samples. Its data were reported in "Noncoding variants alter GATA2 expression in rhombomere 4 motor neurons and cause dominant hereditary congenital facial paresis" (2023).

How the data were processed

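Single-cell RNA sequencing with the 10x Genomics 3′ kit had been carried out on mouse hindbrain cells of 2 genotypes. Mutant embryos (cRE1dup/+) carried, on 1 chromosome, human copies of cRE1 in tandem, placed beside the mouse's own cRE1. This element regulates Gata2, and the embryos model hereditary congenital facial paresis. Their wildtype littermates were the controls. All embryos carried the Isl1MN-GFP reporter of motor neurons, and sorted GFP-positive cells from rhombomere 4 (r4) and its neighbours were topped up with GFP-negative cells. There were 8 libraries, 1 per genotype on each day from E9.5 to E12.5. Each library pooled several embryos, so no library is a single animal and the embryos of a pool cannot be told apart.

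The deposited values are raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger, and they were used as they stood. The header of each matrix names Cell Ranger 7.0.1, and the submitters' processing notes name the genome build mm39. Each matrix lists 36519 genes by Ensembl identifier and symbol, and 36 symbols are shared by 2 identifiers. The authors' cell calling had already been applied, and 43898 barcodes remained over the 8 libraries. The study's own cell filters and cluster labels are not given in the sources used here. Cell classes were therefore rebuilt from the counts, and differences from the study may come from the rebuilt cluster names.

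Barcodes with at least 1000 genes and at most 10% mitochondrial UMIs were kept, which left 40186. Doublets were scored per library as the share of simulated sums of 2 random cells among the nearest neighbours of each cell. The highest-scoring cells were removed at an expected rate of 0.8% per 1000 barcodes, which took out 1797 cells and left 38389. Cells with a UMI of Isl1 or Hoxb1 were then clustered, following the study's statement of which cells it used. Clustering used 2000 variable genes, 30 principal components, a graph of 30 neighbours and Leiden communities at resolution 1.5, and gave 31 clusters. Gata2 and Gata3 were left out of the genes used for clustering, as were ribosomal, mitochondrial, hemoglobin and sex-linked genes, so that no class was defined by the gene under study.

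Clusters were named from the mean expression of marker genes in their wildtype cells, or in all their cells where fewer than 20 wildtype cells were present. Motor neurons (named by Isl1, Tbx20 and a further marker not reported here) were called r4 by low Hoxa3 with Hoxb2 and Hoxb1 or Hoxb3, posterior by Hoxa3, and trigeminal otherwise. The r4 motor neurons were clustered again at resolution 1 into 15 clusters and named precursor-like (Hes5), early (low Gata3 and low Syt4), IEE-like (Gata3 above Syt4, for the inner ear efferent neurons) and FBMN-like (Syt4 above Gata3, for the facial branchial motor neurons). The marker genes were fixed beforehand, and the expression thresholds of the names were set with the data in hand. The division between early and later cells was 200 CPM (counts scaled to the total UMIs of the cells summed). The r4 clusters 11, 12 and 13 held fewer than 20 wildtype cells each and were set aside as mutant-enriched and left unnamed. That limit was set after the data were seen. A check of each cluster's own leading markers bore out the names of the FBMN-like r4 clusters 2, 5, 7 and 9, the precursor-like r4 cluster 1, the posterior-like cluster 4 and the somatic-like clusters 21 and 26. It did not bear out the names of the FBMN-like r4 cluster 8, the early r4 clusters 4, 6 and 10, the IEE-like r4 clusters 3, 14 and 15, the posterior-like clusters 3, 7, 16 and 20 or the trigeminal-like clusters 1, 10, 22 and 28, so these groups are to be read as those cluster numbers. The precursor comparison added up r4 cluster 1 and the progenitor-like clusters 17 and 31, and the genes that led cluster 17 were the globins Hba-x, Hbb-y and Hbb-bh1.

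Shares of cells with a Gata2 UMI were taken after drawing 5000 UMIs at random from every cell (random seed 7), so that depth did not set the share. Cells with fewer UMIs were left out of these shares. Intervals of shares are exact Clopper-Pearson 95% intervals and those of CPM are exact Poisson 95% intervals. Both cover counting error only. Where a count was 0, the upper limit given is 3 counts of the total. Shares were compared between genotypes by a two-sided exact sign-flip permutation test over the ages. With 4 ages the smallest p this test can give is 0.125, and with 3 ages it is 0.25.

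Gene tests used UMI counts summed over the cells of a class in each library, with at least 5 cells per library. They were made with edgeR 4.0.16 (TMM normalisation, filterByExpr, quasi-likelihood F test, two-sided) with age as a block, at a Benjamini-Hochberg adjusted p under 0.05. Age pairs the libraries by design, since the series description states that littermates of both genotypes were sequenced together, so each age is 1 pair of libraries. With 1 library per genotype and age, the p-values measure the spread between these libraries around the age means, and not the spread between single embryos. In FBMN-like cells a gene's own spread had almost no weight in them. Log2 fold changes are mutant over wildtype. A per-age fold change used a pseudocount of 0.5 CPM. A difference between early ages (E9.5 and E10.5) and late ages (E11.5 and E12.5) was tested as the interaction of genotype with stage. DESeq2 1.42.0 was run beside edgeR as an alternative. The 26 gene lists held 331 genes and were tested with camera of limma 3.58.1 at its preset inter-gene correlation of 0.01, then with an estimated correlation, and with fry. The FBMN marker list was based on the study, which drew its markers partly from earlier work and partly from these samples. The study's main text names Syt4, Shox2, Cdh8 and Nr2f1 for FBMNs. The list members Asap1, S100a10, Tmeff2 and Cbln2 are not named in that text.

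The programme score took the 50 genes highest in wildtype IEE-like over FBMN-like cells and the 50 highest the other way, each with at least 20 CPM, chosen without the age being scored. Named genes were fixed by a rule: 10 in each direction for the r4 trajectory and 5 in each direction elsewhere, taken by fold change among genes past the threshold and otherwise by p, with a mean of at least 10 CPM and the same direction at every age. A preset list of genes of the study was added. Dbx1, Cdh12 and Rpl9-ps6 in precursors, the remaining called genes of IEE-like cells and other motor neurons, and the list members given as examples were chosen after their values were seen. The cell filters, comparisons, gene lists, naming rule for genes and list of alternatives were set before the data were examined. Alternatives chosen later were all for the IEE share and are named as such where they appear.

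The gene test was tested on simulated data, with 200 genes changed by known amounts in counts drawn at the real means and library sizes. Of 100 genes changed 2-fold, it recovered 84 in the r4 trajectory, 92 in precursors, 81 in early cells, 91 in IEE-like cells, 44 in FBMN-like cells, 99 in other motor neurons and 100 in cells outside the motor neurons. At 4-fold it recovered 93 in FBMN-like cells and 100 in each of the others. False calls numbered 10 of 194, 7 of 199, 6 of 187, 6 of 197, 7 of 144, 4 of 203 and 11 of 211 calls in the same order. These rates hold for the simulated counts only, and genes with a fold that differs between ages can fall short of them. In the trajectory Gata2 stood at a log2 fold of 3.48 over the 4 ages and did not pass in edgeR (adjusted p = 0.210).

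Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. The alternatives tried were stricter cell filters (2000 genes and 5% mitochondrial UMIs), kept doublets, 0.5 and 2 times the clustering resolution, clustering of all cells, Gata2 and Gata3 kept for clustering, equal numbers of cells per class in the 2 libraries of an age, 25 or 100 programme genes each way, DESeq2, no filter on low counts, no block for age, and each age left out in turn.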

Results

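Single-cell RNA counts were collected from the hindbrain of wildtype and cRE1dup/+ (mutant) mouse embryos on each day from E9.5 to E12.5, with 1 library per genotype and age. The wildtype pools held 17, 12, 5 and 3 embryos and the mutant pools 18, 7, 2 and 5 in order of age. Total UMIs per library lay between 68608860 and 119292350. After filtering, 2998, 6088, 5082 and 4785 wildtype cells and 3822, 5376, 4460 and 5778 mutant cells remained. Median UMIs per kept cell were 30395, 16342.5, 12200 and 13924 in wildtype and 28476, 18785, 17077 and 9899.5 in mutants. The r4 trajectory, from progenitors to the inner ear efferent (IEE) and facial branchial motor neurons (FBMN) that rhombomere 4 makes, held 455, 1266, 1408 and 880 wildtype cells and 635, 1218, 772 and 754 mutant cells.

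The first question was how much Gata2, the gene controlled by the duplicated element, the r4 trajectory carried. Gata2 encodes a zinc finger transcription factor of the GATA family, and in r4 it marks cells that become inner ear efferent neurons. In the summed trajectory Gata2 stood at 221, 31.1, 4.86 and 5.15 CPM in wildtype from E9.5 to E12.5. In the mutant libraries it stood at 289, 249, 219 and 157 CPM. Gata3, its close relative, stood at 88.2, 107, 56.4 and 41.8 CPM in wildtype and at 70.2, 276, 632 and 508 CPM in mutants. Each value comes from 1 library, so at E9.5 the genotypes differed by a log2 fold of 0.39 for Gata2, and at later ages by 2.98, 5.36 and 4.80.

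The second question was whether the mutant r4 motor neurons were of the same kinds as the wildtype ones. From E10.5 onward several r4 clusters held mostly 1 genotype, although neither Gata2 nor Gata3 was used for clustering. Others held both, such as cluster 1 at E10.5 (440 wildtype and 275 mutant cells) and cluster 6 at E11.5 (222 and 194). FBMN-like cells made up 34.8%, 75.5% and 92.3% of the wildtype r4 trajectory at E10.5, E11.5 and E12.5. In mutants they made up 0.657%, 3.37% and 22.5%. At E10.5 they were the 440 wildtype and 8 mutant cells of r4 cluster 8 and 1 other wildtype cell. At E11.5 and E12.5 the r4 clusters 11, 12 and 13 held 52.3% and 72.7% of the mutant trajectory and 0.426% and 0.227% of the wildtype one. Cluster 11 was led by Hdac9, a histone deacetylase, together with Gata3 and Asic2, and held 396 mutant and 6 wildtype cells at E11.5. Cluster 12 was led by Csmd1 and the synaptic adhesion gene Nrxn3 and held 287 mutant cells and no wildtype cell at E12.5. Cluster 13 was led by Hdac9, Opcml, Kirrel3 and Pou4f1, a transcription factor of sensory neurons, and held 256 mutant and 2 wildtype cells at E12.5.

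**Figure D1:**
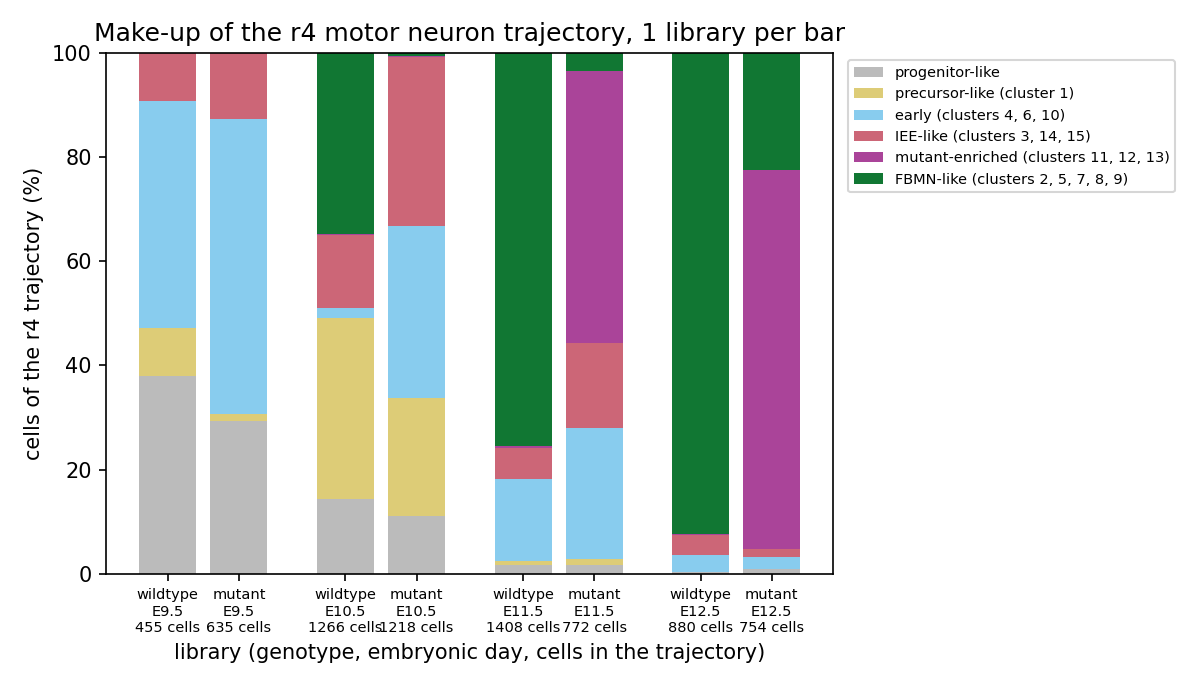
Share of the r4 trajectory (percent of cells, vertical axis) in each cell class, 1 stacked bar per library, by genotype and embryonic day. The FBMN-like part reached 92.3% of the wildtype bar at E12.5 and 22.5% of the mutant bar, where the mutant-enriched part was 72.7%.

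The cells of clusters 11, 12 and 13 carried Gata2 and Gata3. At 5000 UMIs per cell, 73.6% of them had a Gata2 UMI at E11.5 and 56.1% at E12.5, and 91.3% and 89.5% had a Gata3 UMI. Many also carried Shox2, a homeobox gene used by the study as an FBMN marker. Gata3 and Shox2 UMIs were found together in 31.1% of these cells at E11.5 (exact Clopper-Pearson interval 26.6 to 35.9%, 402 cells) and in 50.6% at E12.5 (46.3 to 54.8%, 542 cells). Both genes were found together in 0.0963% and 0.123% of wildtype FBMN-like cells and in 2.53% and 0% of the wildtype IEE-like cells (r4 clusters 3, 14 and 15) at those ages. In the mesenchyme-like, ganglion-like and somatic-like cells of the mutant libraries the share was 4.49% (1.96 to 8.66%) and 0.855%, and in the ganglion-like cells alone 12.3% at E11.5 (5.47 to 22.8%, 65 cells). By cluster the mutant share was 31.6% in cluster 11 at E11.5 and 66.7% in cluster 12 and 32.5% in cluster 13 at E12.5. When each mutant cell was matched to its nearest wildtype cells, 284 cells of cluster 12 lay nearest FBMN-like cells and 4 nearest IEE-like cells. The cells of cluster 11 split into 318 nearest IEE-like and 84 nearest FBMN-like cells, and those of cluster 13 into 242 and 21.

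The next question was whether the duplication raises the share of IEE-like cells among cells that had reached 1 of the 2 fates. The IEE-like r4 clusters 3, 14 and 15 held 179 of 620 such wildtype cells at E10.5 (28.9%, exact interval 25.3 to 32.6%) and 396 of 404 mutant cells (98.0%, 96.1 to 99.1%). At E11.5 the share was 7.24% of 1146 wildtype cells (5.81 to 8.90%) and 82.9% of 152 mutant cells (76.0 to 88.5%). At E12.5 it was 4.02% of 846 wildtype cells (2.80 to 5.57%) and 6.59% of 182 mutant cells (3.45 to 11.2%), with clusters 11, 12 and 13 left out. At E9.5 all 42 wildtype and all 80 mutant cells were IEE-like, and no FBMN-like cell was present. The mean difference was 36.8 percentage points (SD 41.2, n = 4 ages, higher in mutants at 3), with a two-sided exact permutation p of 0.25, the smallest these values can give because the difference at E9.5 was 0. With clusters 11, 12 and 13 counted as IEE-like, an alternative chosen after seeing the data, the mean difference was 57.3 points (SD 39.0). The mutant share was then 95.3% at E11.5 and 76.7% at E12.5. It was 71.5% and 34.7% with all mutant cells given the class of their nearest wildtype cells, also chosen later. With nearest wildtype cells of the same age it was 56.3% and 26.6%. With the early clusters added to the denominator the mean difference was 13.6 points, with the mutant higher at 4 of 4 ages. Without E11.5 the mean difference was 23.9 points over 3 ages.

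Gata2 was next measured in the early r4 motor neurons, the clusters 4, 6 and 10, to ask whether mutant cells keep the gene when wildtype cells lose it. At E9.5, 142 of 195 wildtype cells (72.8%) and 319 of 353 mutant cells (90.4%) had a Gata2 UMI at 5000 UMIs per cell. At E10.5 the numbers were 6 of 15 (40.0%) and 320 of 402 (79.6%). At E11.5, 0 of 212 wildtype cells, which allows a share of up to 1.42%, stood against 110 of 193 mutant cells (57.0%, exact interval 49.7 to 64.1%). At E12.5, 2 of 29 (6.90%) stood against 6 of 16 (37.5%). The mean difference was 36.2 points (SD 16.6, n = 4 ages, higher in mutants at 4 of 4), with a two-sided exact permutation p of 0.125, the smallest possible. Without drawing a fixed number of UMIs the shares were 95.5%, 54.5%, 0.450% and 10.3% in wildtype and 99.7%, 99.3%, 85.1% and 52.9% in mutants. Too few UMIs for the draw were found in 3, 7, 10 and 0 wildtype cells and in 7, 0, 1 and 1 mutant cells. The median UMIs of early cells at E11.5 were 12673 in wildtype and 20162 in mutants. In mesenchyme-like, ganglion-like and somatic-like cells together, where little Gata2 is expected, the share at E11.5 was 0.943% in wildtype and 1.12% in mutants (median UMIs 14894 and 22537).

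**Figure D2:**
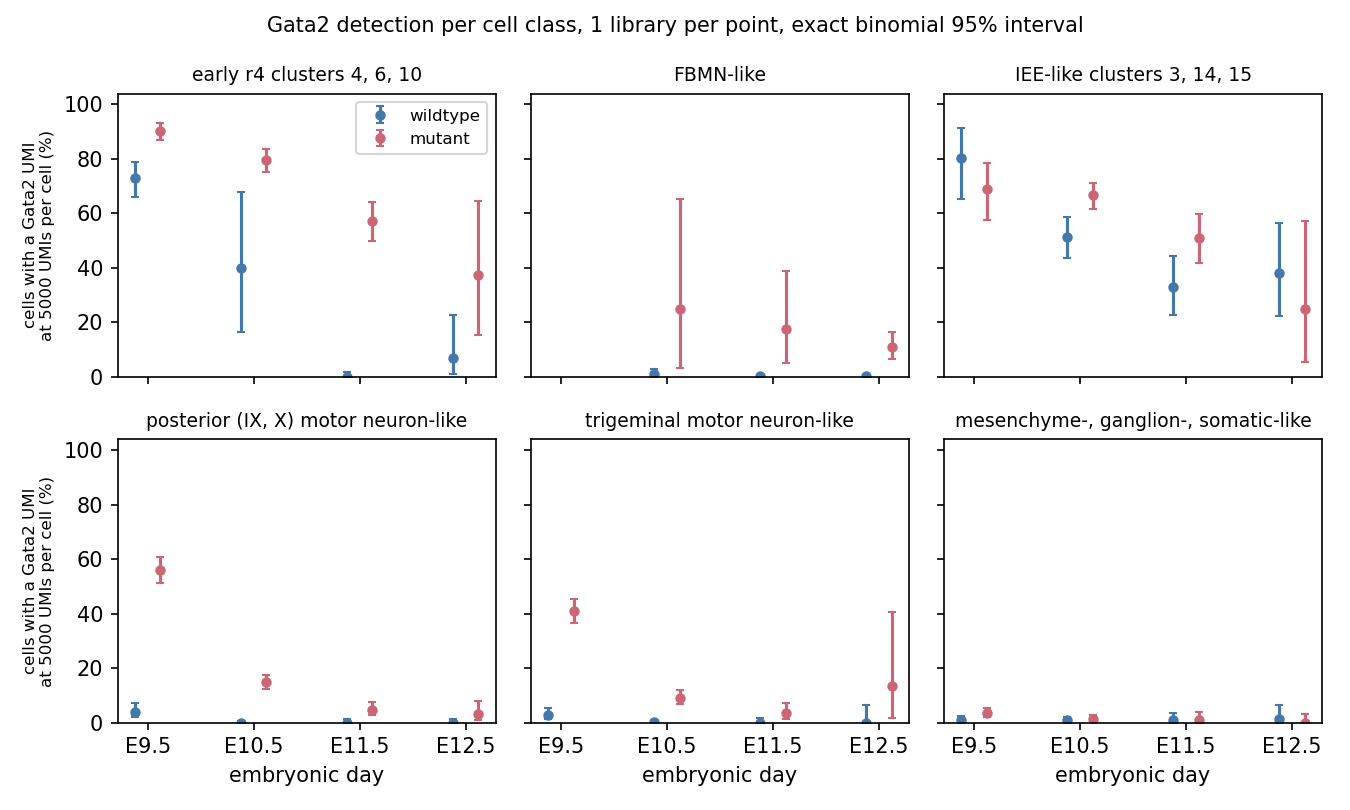
Percent of cells with a Gata2 UMI at 5000 UMIs per cell (vertical axis) against embryonic day (horizontal axis), 1 panel per cell class, with 1 point per library and bars for the exact binomial 95% interval. Early r4 cells at E11.5 stood at 0% in wildtype and 57.0% in mutants.

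Among early cells with an Nr2f1 UMI the same question was asked, since Nr2f1 encodes a COUP transcription factor that the study uses as an FBMN marker. Gata2 was found in 66.7% and 27.3% of wildtype and in 86.4% and 79.5% of mutant Nr2f1-positive cells at E9.5 and E10.5. At E11.5 it was found in 0 of 145 wildtype cells, which allows up to 2.07%, and in 58.3% of mutant cells, and at E12.5 in 8.33% and 42.9%. The mean difference was 41.2 points (SD 17.5, n = 4 ages, higher in mutants at 4 of 4), with an exact permutation p of 0.125. Without the fixed draw it was 37.3 points. In the precursor-like r4 cluster 1, Gata2 was found in 39.0% of wildtype and 33.3% of mutant cells at E9.5, in 5 of 434 (1.15%) and 122 of 273 (44.7%) at E10.5, and in 0 of 10 and 5 of 9 at E11.5. The mean difference there was 31.1 points (SD 32.5, n = 3 ages, higher in mutants at 2 of 3), with an exact permutation p of 0.5. In the IEE-like clusters the shares ran from 80.5% at E9.5 to 38.2% at E12.5 in wildtype and from 68.8% to 25% in mutants, and the mean difference was 2.10 points, with mutants higher at 2 of 4 ages.

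Gata2 UMIs were found in some mutant cells of the FBMN-like class, where wildtype cells hardly had them. At E10.5, E11.5 and E12.5, 5 of 433 (1.15%), 1 of 1038 (0.0963%) and 1 of 810 (0.123%) wildtype FBMN-like cells had a Gata2 UMI. The mutant cells stood at 2 of 8 (25%, exact interval 3.19 to 65.1%), 4 of 23 (17.4%, 4.95 to 38.8%) and 18 of 167 (10.8%, 6.51 to 16.5%). The mean difference was 17.3 points (SD 6.60, n = 3 ages, higher in mutants at 3 of 3), with an exact permutation p of 0.25, the smallest possible for 3 ages. Without the fixed draw the mutant shares were 87.5%, 46.2% and 25.3%, the wildtype shares 2.49%, 0.188% and 0.369%, and the mean difference 52.0 points. Too shallow for the draw were 8, 25 and 2 wildtype and 0, 3 and 3 mutant cells, and median UMIs were 19396, 17727 and 25652 in wildtype and 20194, 17636 and 14648 in mutants. Gata2 reached 123, 57.1 and 21.3 CPM in the mutant class and 1.75, 0.105 and 0.144 CPM in the wildtype class. The 8 mutant cells at E10.5, all of cluster 8, had Syt4 at 61.6 CPM (356 CPM in wildtype) and Gata3 at 28.0 CPM. Both lie under the limit of 200 CPM, so these cells would be named early by themselves, and the mean differences over 3 ages include them. At E11.5, 14 of the 24 mutant UMIs came from 6 cells of cluster 5, which had Gata3 at 274 CPM and Syt4 at 42.1 CPM and would not be named FBMN-like by themselves. Outside cluster 5 the mutant class stood at 26.8 CPM at that age, with a Gata2 UMI in 2 of 20 cells (1.23 to 31.7%). In the ganglion-like, mesenchyme-like and somatic-like mutant cells, a background chosen later, 1.12% had a Gata2 UMI at E11.5. At E12.5 it was 0 of 117, which allows up to 2.56% (median UMIs 22537 and 13357). In trigeminal-like mutant cells, the background chosen in advance, the shares were 3.37% at E11.5 and 13.3% of 15 cells at E12.5. Their intervals overlapped those of FBMN-like cells, so that background did not part the classes.

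Genes of the whole r4 trajectory were then compared to ask which programmes follow the genotype. Over all 4 ages none of 15631 tested genes passed in the edgeR test, 2170 had an unadjusted p under 0.05, and DESeq2 called 328 (130 higher and 198 lower in mutants). Without E9.5, when few cells of either genotype had chosen a fate, 345 genes passed in edgeR, 173 up and 172 down in mutants, and with any other age left out none did. Among them Gata2 (log2 fold 4.42, SE 0.47, adjusted p = 0.0112) and Gata3 (2.84, SE 0.44, adjusted p = 0.0282) rose. Hdac9 rose by 3.48 (SE 0.56, adjusted p = 0.0308) and Pou4f1 by 3.50 (SE 0.66, adjusted p = 0.0493). Agtr2, an angiotensin receptor, rose by 4.87 (SE 0.61, adjusted p = 0.0171), and Sphkap, an anchoring protein of protein kinase A, by 4.03 (SE 0.22, adjusted p = 0.00353). Rpp25, Sntb1, Arap2 and the zinc finger gene Sall3 rose by 3.29, 2.92, 2.89 and 2.86 (SE 0.30, 0.51, 0.45 and 0.43). All of these were higher in mutants at each of the 3 ages. With equal numbers of cells per class in the 2 libraries of an age, over all 4 ages, Gata3 stood at −0.038, Gata2 at 1.39 and Syt4 at −0.59, and none of the 3 passed. That draw keeps 6 of 404 and 2 of 548 mutant cells of clusters 11, 12 and 13 at E11.5 and E12.5, so it removes most Gata3-positive mutant cells by design and does not part the mix of classes from a change within them.

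In the same comparison without E9.5, 4 of the 8 genes on the FBMN marker list fell (Syt4, Nr2f1, Asap1 and S100a10), as did other genes. Of these 4 the study's main text names only Syt4 and Nr2f1 for FBMNs. Syt4, a synaptotagmin used as an FBMN marker, fell by 3.09 (SE 0.42, adjusted p = 0.0207), with log2 folds of −3.32, −4.09 and −1.80 at E10.5, E11.5 and E12.5. Prph, the intermediate filament peripherin of motor axons, fell by 2.80 (SE 0.23, adjusted p = 0.00511). Tbx3, a T-box transcription factor, fell by 3.13 (SE 0.43, adjusted p = 0.0212), and Sema3a, a secreted axon guidance cue, fell by 2.76 (SE 0.51, adjusted p = 0.0476). Ctxn2, the mannosidase gene Man1a and the GABA receptor subunit gene Gabrg3 fell by 3.82, 3.27 and 3.03 (SE 0.36, 0.19 and 0.54). Lgals1 (galectin 1), Cpne4 and Dkkl1 fell by 2.68, 2.48 and 2.47 (SE 0.38, 0.36 and 0.18). Nr2f1 fell by 1.43 (SE 0.25, adjusted p = 0.0414), Asap1 by 1.80 (SE 0.19) and S100a10 by 1.47 (SE 0.24), while Epha5, an Eph receptor, rose by 1.66 (SE 0.25). All were lower, or for Epha5 higher, in mutants at each of the 3 ages. Xist, which female cells express, stood at 147 CPM in the wildtype trajectory of E11.5 and at 0.0568 CPM in the mutant one. Its log2 folds were −0.71, −8.05 and −0.76 at the 3 ages, and those of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y lay between 0.36 and 1.06, so sex ran one way with genotype in this fit.

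General motor neuron genes showed no difference that passed, and neither did the other 4 FBMN markers. Without E9.5 Isl1 stood at a log2 fold of 0.14 (adjusted p = 0.596) and Tbx20 at −0.20, both transcription factors of cranial motor neurons, and Hoxb1, the r4 Hox gene, at −0.52 (adjusted p = 0.0964). Nr2f2 stood at 0.21. Of the markers, Shox2 stood at −0.89 (adjusted p = 0.238), Cdh8 at −2.08 (adjusted p = 0.262), Tmeff2 at −2.39 (adjusted p = 0.0766) and Cbln2 at −2.49 (adjusted p = 0.103). Over all 4 ages the genes named by the rule were led by Insc, which orients cell division (−1.43, SE 0.12, adjusted p = 0.0520), Cdh12 (−2.14, SE 0.23), Cntn2 (−0.75, SE 0.08) and Vwc2l (1.85, SE 0.19), the last 3 with an adjusted p of 0.0765. Csmd1 (2.37), Mgat4c (1.57), Cacna1d (0.95) and Rbfox3 (0.80) followed among the higher ones, and Ndufb4 (−1.20) and Fry (−0.87) among the lower ones, each with an adjusted p of 0.0793 or more. In edgeR over the 4 ages Gata2 stood at 3.48 (SE 0.86, adjusted p = 0.210) and Gata3 at 2.09 (SE 0.68, adjusted p = 0.271). Syt4 stood at −2.52 (SE 0.57, adjusted p = 0.192) and Nr2f1 at −1.20 (SE 0.26, adjusted p = 0.189) in the same fit. DESeq2 called Gata2 (adjusted p = 0.0116), Syt4 (0.0357) and Nr2f1 (0.000631) over the 4 ages, but not Gata3 (0.180). It also called each of the genes that the rule named there. The fit without E9.5 was an alternative listed before the data came, and its genes are named here because its count differs from that of the full fit. The libraries were also divided anew into 2 sides in 32 ways (splits), the real one among them. In 8 splits the libraries of all 4 ages were parted. In the others those of only 2 ages were parted, and both libraries of each other age lay on the same side. All 32 splits reached the real count of 0 by necessity, and the highest other count was 244, for the split along genotype at E11.5 and E12.5.

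**Figure D3:**
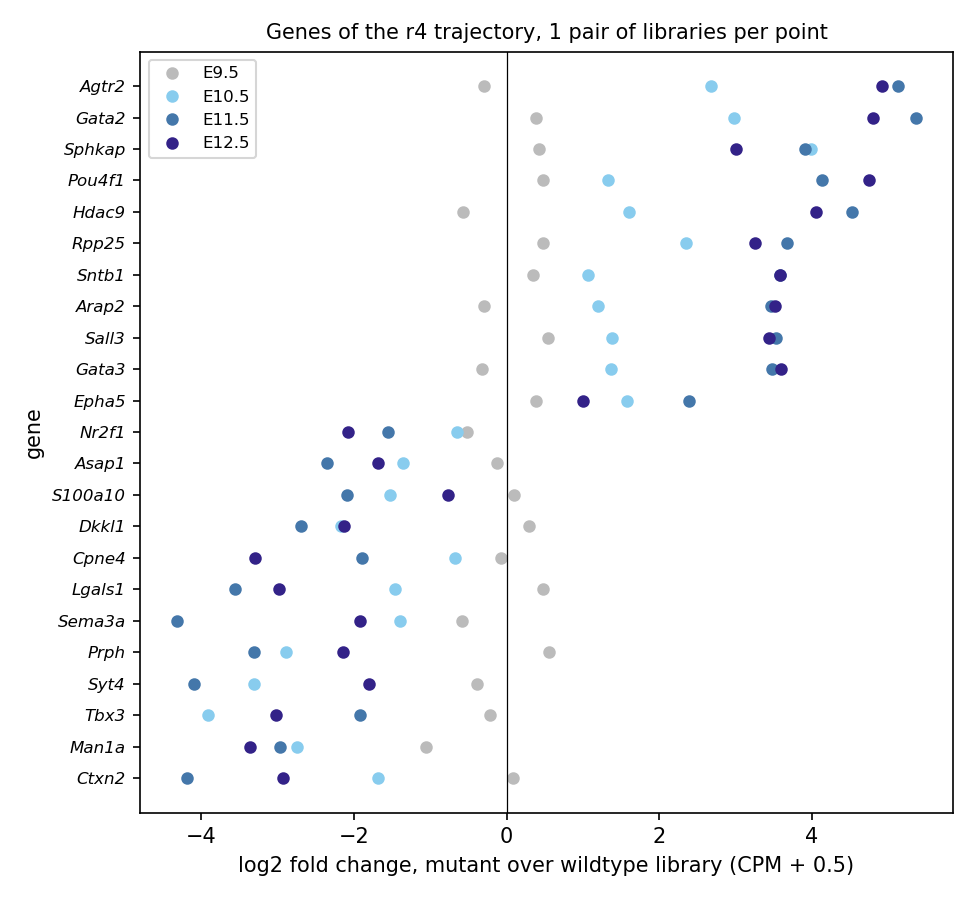
Log2 fold change, mutant over wildtype (CPM plus 0.5, horizontal axis), of 23 genes of the r4 trajectory (vertical axis), with 1 point per embryonic day. Gata2 stood at 0.39 at E9.5 and at 2.98, 5.36 and 4.80 later, while Syt4 stood at −0.39 and then at −3.32, −4.09 and −1.80.

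Within single classes the question was whether cells of the same name differ by genotype. Every gene call below rests on age as a block, and without that block no gene passed in any class. In progenitors and precursors (3 ages, with cluster 17, which globin genes led, in the sum), the adhesion molecule gene Alcam fell by 1.43 (SE 0.22, adjusted p = 0.0361), with log2 folds of −1.54, −1.14 and −4.00. Fry fell by 1.52 (SE 0.23, adjusted p = 0.0361) and Plcl1 by 1.45 (SE 0.23, adjusted p = 0.0446). Cdh12, a cadherin, fell by 2.12 (SE 0.28) and the pseudogene Rpl9-ps6 by 0.88 (SE 0.14), each with an adjusted p of 0.0361. Dbx1, a homeobox gene of interneuron progenitors, rose by 2.02 (SE 0.29, adjusted p = 0.0361), from 7.68 to 30.2 CPM at E9.5 and from 1.00 to 4.53 CPM at E10.5, and had no UMI at E11.5. Fst stood at 0.96, Sall3 at 1.11, Fbxl7 at 0.70, Sfrp1 at 0.72 and Mcm5 at 0.65, and none of them passed (adjusted p = 0.0882 or more). Gata2 stood at 2.39 (SE 0.84, adjusted p = 0.591), with 32.3 and 26.8 CPM at E9.5, with a log2 fold of 5.52 at E10.5, and 0 and 58.7 CPM at E11.5 in wildtype and mutant. The sum mixes clusters in unlike shares, since cluster 1 gave 42 wildtype and 9 mutant cells at E9.5 and the progenitor-like clusters 173 and 186. Within cluster 1 Gata2 stood at 131 and 201 CPM and in the progenitor-like clusters at 13.3 and 20 CPM at that age, so the lower sum came from the mix, and the other genes here were tested on the same sum. DESeq2 called 7 genes, all lower and 2 of them among the 6 of edgeR, and gave no adjusted p for Dbx1. The 6 calls (1 up, 5 down) of 12602 genes became 148 without E9.5, 8 without E10.5 and 0 without E11.5. With 10 splits there were too few to exclude chance, and the highest other count was also 6, for the split along genotype at E10.5.

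In the early clusters 4, 6 and 10, 3 of 10927 genes passed in edgeR and all fell. Chl1, a neural adhesion molecule, fell by 1.96 (SE 0.26, adjusted p = 0.00447), Man1a by 2.31 (SE 0.40, adjusted p = 0.0494) and Efna5, an ephrin ligand, by 1.05 (SE 0.18, adjusted p = 0.0494), each at 4 of 4 ages. Shox2 stood at 1.32 (SE 0.25, adjusted p = 0.0631 in edgeR), Mgat4c at 1.67 (adjusted p = 0.0834), the netrin receptor gene Dcc at 1.06 and Mycn at 0.89. Shox2 passed in DESeq2 (adjusted p = 0.0407), and Mgat4c, Dcc and Mycn did not. Gata2 stood at 1.57 (SE 0.59, adjusted p = 1), with mutants higher at 4 of 4 ages. Without E9.5 there were 22 calls, without E10.5 0, without E11.5 64 and without E12.5 0. Of 32 splits 13 gave as many calls as the real one, so chance cannot be excluded, and the highest other count was 89, along genotype at E11.5 and E12.5. DESeq2 called 12 genes, 1 higher and 11 lower in mutants.

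In the IEE-like clusters 3, 14 and 15, 3 genes rose and 10 fell of 10031. Inpp4b, a lipid phosphatase, rose by 1.12 (SE 0.18, adjusted p = 0.0167), Shox2 by 1.92 (SE 0.37, adjusted p = 0.0487) and Arhgap36, an activator of hedgehog signalling, by 1.35 (SE 0.24, adjusted p = 0.0462). Inpp4b and Shox2 were higher at 4 of 4 ages, and Arhgap36 at 3 of 4. Shox2 rested on E9.5 (6.33 against 76.3 CPM), without which it stood at 1.00 (adjusted p = 0.398). At E11.5, 12 of its 17 mutant UMIs came from 3 cells of cluster 3, while in cluster 14 it was lower in mutants (1.76 against 3.18 CPM), and at E12.5 it had 1 mutant UMI and 0 in wildtype. The adhesion gene Kirrel3 fell by 0.81 (SE 0.15, adjusted p = 0.0472), Hs3st1, a heparan sulfate sulfotransferase, by 0.81 (SE 0.15, adjusted p = 0.0471) and Ndufb4, a subunit of respiratory complex I, by 1.42 (SE 0.22, adjusted p = 0.0167). The other genes that fell were Hbb-y, Uts2b, Rpl36al, Gm2000, Rpl9-ps6, Gm45321 and 4930555F03Rik, with log2 folds of −2.30, −1.42, −0.82, −0.79, −0.79, −1.15 and −0.82, and all but Uts2b were lower at 4 of 4 ages. The embryonic globin gene Hbb-y belongs to red blood cells. Gata2 stood at 0.53 (SE 0.14, adjusted p = 0.249) and Gata3 at −0.11 (adjusted p = 0.927). Leaving out 1 age at a time gave 39, 0, 1 and 19 calls, in order from E9.5 to E12.5. Of 32 splits 3 gave at least 13 calls. Those other than the real one gave 39 each and ran along genotype at E10.5 and E11.5, so they carry part of the genotype difference. Among the 8 splits that parted all 4 ages the real count was the highest, with 6 next. These 8 are too few to exclude chance.

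In FBMN-like cells, present in both genotypes at 3 ages, 113 genes rose and 236 fell of 12114 in edgeR. Gata2 rose by 6.91 (SE 0.47, adjusted p = 1.31e-45) and Gata3 by 5.36 (SE 0.50, adjusted p = 9.54e-24). The fitted fold of Gata2 rests on 15, 2 and 3 wildtype UMIs against 22, 24 and 55 mutant UMIs and depends on the prior count. For most genes named from this fit the p-value was about the normal tail of the log2 fold over its SE. The spread of a gene's own 3 pairs of libraries thus had almost no weight, and the small p-values are to be read with that limit. Ccnd1 (cyclin D1) rose by 3.33 (SE 0.27, adjusted p = 2.53e-32), Igsf21 by 2.90 (SE 0.51, adjusted p = 2.71e-06) and the Eph receptor gene Epha3 by 2.61 (SE 0.23, adjusted p = 5.55e-27). Epha5 rose by 1.04 (SE 0.19, adjusted p = 4.44e-06). Each of these was higher in mutants at 3 of 3 ages.

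The FBMN-like cells of the genotypes were spread differently over the clusters of the class. At E12.5 cluster 9, with Cdh8, Lingo2 and Tmeff2 among its leading genes, held 427 wildtype and 10 mutant cells, and cluster 5 held 347 and 156, so a gene difference in the class also reflects that mix. Cdh8 fell by 3.41 (SE 0.34, adjusted p = 1.53e-20), Frmpd4 by 3.31 (SE 0.40, adjusted p = 6.78e-14) and Tenm1, a teneurin, by 3.08 (SE 0.43, adjusted p = 1.89e-10). Ppp1r1c fell by 3.38 (SE 0.37, adjusted p = 2.83e-17). Of the FBMN markers, S100a10 fell by 1.68 (SE 0.23, adjusted p = 4.08e-11), Tmeff2 by 1.22 (SE 0.23, adjusted p = 9.16e-06), Syt4 by 0.92 (SE 0.21, adjusted p = 0.000770), Asap1 by 0.74 (SE 0.20, adjusted p = 0.00908) and Nr2f1 by 0.67 (SE 0.20, adjusted p = 0.0247). Isl1 stood at 0.34 (adjusted p = 0.626), Hoxb1 at −0.12, Tbx20 at 0.08, Shox2 at −0.26 and Cbln2 at −0.52, and none of them passed. The mutant class held only 8, 26 and 170 cells, and DESeq2 called 72 genes (38 up, 34 down), all of them among the 349. Cdh8 and Frmpd4 did not pass in DESeq2, and neither did S100a10 (adjusted p = 0.551), Tmeff2 (0.0552), Syt4 (0.203), Asap1 (0.127) or Nr2f1 (0.1).

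Without E12.5, which holds most of the mutant FBMN-like cells, 118 genes passed, and Cdh8 (then −0.59), Tenm1 (−2.60) and Tmeff2 (−0.76) did not. Without E11.5 there were 212 calls and without E10.5 348. Nr2f1 lost its call whichever age was left out (−0.63, −0.84 and −0.55 in order of age), Asap1 without E10.5 (−0.51) or E12.5 (−0.78), and Syt4 without E10.5 (−0.51). With 10 splits there were too few to exclude chance. The real count was 349 and the highest other 113, for the split along genotype at E12.5.

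Other motor neurons of the same embryos were compared to ask whether the change was restricted to r4. There too Gata2 rose, by 4.46 (SE 0.28, adjusted p = 2.75e-05) and Gata3 by 3.1 (SE 0.29, adjusted p = 0.000909), each at 4 of 4 ages. Lpar1, a lysophosphatidic acid receptor, rose by 1.2 (SE 0.16, adjusted p = 0.0254), and Gm2000 and Rpl9-ps6 fell by 0.75 (SE 0.11, adjusted p = 0.0394) and 0.83 (SE 0.11, adjusted p = 0.0254). These 5 were the only calls of edgeR among 14781 genes. The retinoid receptor gene Rxrg stood at 0.87, Wscd1 at 0.77, Necab2 at 0.93, Id3 at −0.77 and Grm8 at −0.96. The mitochondrial genes Ndufb4 and Cox17 stood at −0.98 and −0.65, and none of these genes passed in edgeR (adjusted p = 0.0914 or more). In DESeq2 Ndufb4 (adjusted p = 0.00607), Grm8 (0.0125), Wscd1 (0.0232) and Rxrg (0.0242) passed, while Necab2, Id3 and Cox17 did not. Isl1 stood at 0.11, Hoxb1 at −1.85 (adjusted p = 0.404), Shox2 at 0.69, S100a10 at −0.49 and Epha5 at 0.76. The E11.5 mutant pool differed in sex, with Xist at 0.140 CPM against 216 CPM in wildtype.

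Posterior-like motor neurons (clusters 3, 4, 7, 16 and 20) had a Gata2 UMI in 4.04% of wildtype and 56.1% of mutant cells at E9.5. At E10.5, E11.5 and E12.5 it was 0 of 798, 0 of 317 and 0 of 254 wildtype cells, which allows up to 0.376%, 0.946% and 1.18%, against 14.8%, 4.66% and 3.1% of mutant cells. The mean difference was 18.6 points (SD 22.8, n = 4 ages, higher in mutants at 4 of 4), with an exact permutation p of 0.125. In the trigeminal-like clusters 1, 10, 22 and 28 the shares were 2.81%, 0.161%, 0% and 0% in wildtype (the last 2 allow up to 1.38% and 5.45%) and 41.0%, 9.20%, 3.37% and 13.3% in mutants, the last of 15 cells. Their mean difference was 16 points (SD 15.4, higher in mutants at 4 of 4 ages), again with an exact permutation p of 0.125. Mutant mesenchyme-like, ganglion-like and somatic-like cells together had Gata2 in 3.55% (2.18 to 5.43%), 1.36% (0.589 to 2.66%), 1.12% (0.136 to 4.00%) and 0 of 117 (up to 2.56%), in order of age. The intervals of posterior-like mutant cells lay above these at E9.5 and E10.5 (51.2 to 60.9% and 12.3 to 17.5%) and overlapped them at E11.5 and E12.5 (2.63 to 7.57% and 0.851 to 7.75%). The same held for trigeminal-like mutant cells (36.7 to 45.5%, 6.97 to 11.9%, 1.25 to 7.19% and 1.66 to 40.5%). With 1 age left out, in order from E9.5 to E12.5, other motor neurons had 32, 1, 9 and 23 gene calls. The single call without E10.5 was Gata2, and Gata3 then stood at 2.97 (adjusted p = 0.0792). Of 32 splits 4 gave at least 5 calls, so chance cannot be excluded for the count, and the highest other count was 21, along genotype at E10.5 and E11.5. DESeq2 called 21 genes.

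Cells outside the motor neuron classes were compared to ask what the mutant libraries shared beyond motor neurons. The group was every kept cell outside the r4 trajectory and the other motor neurons, such as 1904 wildtype cells at E9.5. Most of these had no Isl1 or Hoxb1 UMI and were not clustered, with 467 clustered at E9.5 in wildtype. Cells of the r4 lineage or other Gata2-positive cells may therefore lie among them. None of 19352 genes passed in edgeR, 784 had an unadjusted p under 0.05, and DESeq2 called 30 (8 up, 22 down). Gata2 stood at 1.03 (SE 0.17, adjusted p = 0.338, higher in mutants at 4 of 4 ages) and passed in DESeq2. Dnajb8, a chromosomal neighbour of Gata2, stood at 3.89 at a mean of only 0.248 CPM (adjusted p = 0.338) and passed in DESeq2 as well. Among the lower genes that the rule names were Ndufb4 (−0.97, adjusted p = 0.218), Rabgef1 (−0.74, adjusted p = 0.230), Cox17 (−0.79, adjusted p = 0.338), Hypk (−0.51) and Pcp4 (−0.66). Among the higher ones Myl7, a myosin light chain of the heart, stood at 1.15 (adjusted p = 0.240), Hapln1 at 0.73, Parm1 at 0.58, the progenitor gene Sox21 at 0.50 and Ttyh1 at 0.42. Without E12.5 8 genes passed. All 32 splits reached the real count of 0 by necessity, and the highest other count was 3, along genotype at E11.5 and E12.5. A split that parted the pairs of all 4 ages, but not along genotype, also gave 3.

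Early and late ages were compared to ask whether the effect of the genotype changed with age. No gene passed the test of the difference. The log2 fold of Gata2 stood at 1.68 over E9.5 and E10.5 and at 5.08 over E11.5 and E12.5 (adjusted p = 0.377), and that of Gata3 at 0.52 and 3.53 (adjusted p = 0.217). Pou4f1 stood at 0.90 early and 4.44 late (adjusted p = 0.0557), Sntb1 at 0.71 and 3.58 (adjusted p = 0.0725), the muscarinic receptor gene Chrm2 at 1.04 and 3.33 (adjusted p = 0.0823), Sall3 at 0.97 and 3.48 and Sfrp1, a secreted Wnt inhibitor, at 0.25 and 2.28 (each adjusted p = 0.0956). In the other direction Fat3, an atypical cadherin, stood at −0.12 and −3.01, Ppp1r1c at −0.10 and −3.64 and Pou3f1 at 0.64 and −1.31, each with an adjusted p of 0.0557. Sema5a stood at 0.60 and −1.93 (adjusted p = 0.0698) and Btbd3 at 0.43 and −1.96 (adjusted p = 0.0755). Syt4 stood at −1.85 and −2.95 (adjusted p = 0.946) and Nr2f1 at −0.59 and −1.82 (adjusted p = 0.301). In edgeR 0 of 15631 genes passed, 974 had an unadjusted p under 0.05, and DESeq2 called 94. With 3 splits there were too few to exclude chance, and the highest other count was 1 against the real count of 0.

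The IEE and FBMN programmes were scored to ask where mutant cells lay between the 2 fates. For each programme, the wildtype cells of its own class set 100% and those of the other class 0%. The cells of clusters 11, 12 and 13 stood at 63.1% of the IEE and 51.5% of the FBMN programme at E11.5 (404 cells). At E12.5 they stood at 49.3% and 56.7% (548 cells), a mean over cluster 12, which lay nearest FBMN-like cells, and cluster 13, which lay nearest IEE-like cells. Mutant IEE-like cells stood at 103%, 102% and 87.0% of the IEE programme and at 16%, −3.39% and −2.0% of the FBMN programme from E10.5 to E12.5. Mutant FBMN-like cells stood at 48.0% of the FBMN programme at E10.5, where they numbered 8, and at 96.3% and 99.8% later. Within a class, the IEE genes minus the FBMN genes had a mean log2 fold of 0.32 in precursors (SD 0.09, n = 3 ages, exact permutation p = 0.25, the smallest possible). It was 0.08 in early cells (SD 0.28, n = 4 ages, p = 0.625), −0.43 in IEE-like cells (SD 0.57, n = 4 ages, p = 0.25) and 0.34 in FBMN-like cells (SD 0.42, n = 3 ages, p = 0.5), all by the two-sided exact permutation test. Several of these values moved with the setting. Without E12.5 the value in early cells was −0.022, and without E10.5 it was 0.20. In IEE-like cells it was −0.20 without E9.5. In FBMN-like cells it ran from 0.21 to 0.58 with 1 age left out and was 0.73 with 25 and 0.20 with 100 genes each way. With 100 genes it was 0.21 in precursors and 0.01 in early cells.

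**Figure D4:**
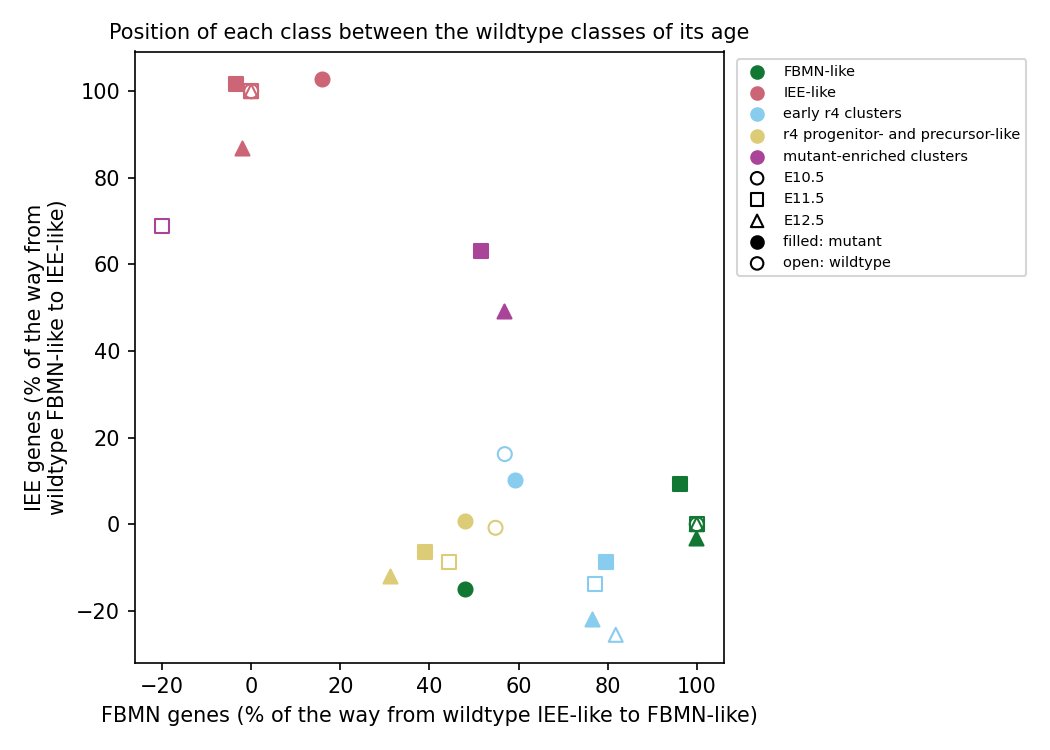
Position of cell classes between wildtype FBMN-like and wildtype IEE-like cells, with the FBMN genes on the horizontal axis and the IEE genes on the vertical axis (percent of the way to the wildtype class that expresses them) and 1 point per class, genotype and age from E10.5 to E12.5. The mutant-enriched clusters stood at 63.1% IEE and 51.5% FBMN at E11.5.

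Gene lists fixed in advance were then examined over the whole trajectory. Over all genes no member of any list passed in edgeR at all 4 ages together. Each edgeR count below is therefore either from the fit without E9.5 or adjusted over the list alone. List members that DESeq2 called over the 4 ages included Gata2 (adjusted p = 0.0116), Epha5 (0.0499), Cdh12 (3.37e-14) and Cntn2 (3.83e-11), but not Gata3 (0.180). The 8 FBMN markers were based on the study, which drew its markers partly from these samples and partly from earlier work, so they are not independent evidence. They had a median log2 fold of −1.41, and camera gave a direction Down (adjusted p = 2.01e-06). That call was lost with an estimated correlation (adjusted p = 0.553 with an estimated correlation). Adjusted over the list alone 6 of 8 fell in edgeR, against 0 over all genes. Over all genes DESeq2 called Syt4 (adjusted p = 0.0357) and Nr2f1 (0.000631) and no other of the 8. Without E9.5 Syt4, Nr2f1, Asap1 and S100a10 fell over all genes and the other 4 did not pass. Of the 4 tested IEE markers, 2 rose (Gata2 and Gata3) without E9.5 and 2 did not pass, and over the 4 ages the list had a median of 0.74 (adjusted p = 0.659).

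Axon guidance genes moved in both directions. The semaphorin, Slit and netrin list (19 tested) had a median of −0.40 and a camera adjusted p of 1.56e-05, lost with an estimated correlation (adjusted p = 0.553 with an estimated correlation). Without E9.5 Sema3a (−2.76), the midline receptor gene Robo3 (−1.74) and Sema6d (−1.15) fell, the netrin receptor gene Unc5c (0.96) rose, and 15 did not pass. Of the Eph receptors and ephrins (14 tested, median 0.30 over the 4 ages, adjusted p = 0.148), Epha3 (1.41), Epha4 (0.99), Epha5 (1.66) and Efnb2 (1.37) rose without E9.5, none fell and 10 did not pass. Of the cadherins (17 tested, median 0.30 and mean 0.08 over the 4 ages, adjusted p = 0.728), Cdh4 (1.00), Pcdh9 (1.99) and Pcdh19 (1.44) rose and Cdh12 (−2.38) fell without E9.5. Another 13 cadherins did not pass. Planar polarity and migration genes (median −0.02, adjusted p = 0.410) held 1 member of 17 that fell without E9.5, the adhesion gene Cntn2 (−0.74).

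Among signalling and release genes, the neuropeptide list (median −0.07, adjusted p = 0.286) held 3 of 15 that fell without E9.5, Npy (−4.98), Cartpt (−2.25) and Adcyap1 (−0.66). Of the synaptotagmin and release genes (16 tested, median −0.03, adjusted p = 0.524), Syt6 (1.82) rose, Syt2 (−1.96) and Syt4 fell, and 13 did not pass. Of 13 neurotrophic receptors (median 0.08, adjusted p = 0.360) Ntrk3 rose by 0.68, and of 4 chemokine genes (median −0.50, adjusted p = 0.498) Cxcl14 rose by 1.87. The cholinergic list (9 tested, median −0.43, adjusted p = 0.262) held Prph as its only member that fell. Of the retinoic acid and COUP genes (9 tested, median −0.37, adjusted p = 0.148), Nr2f1 and Crabp2 (−1.21) fell and 7 did not pass. GATA partners (6 tested, median 0.12, adjusted p = 0.579) held Zfpm1, the cofactor FOG1, which rose by 2.74.

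Motor neuron identity genes (11, median 0.22, adjusted p = 0.110), hindbrain Hox genes (7 tested, median −0.12, adjusted p = 0.728), chromosomal neighbours of Gata2 (17 tested, median 0.05, adjusted p = 0.424), Notch genes (13 tested, median −0.12, adjusted p = 0.148), cell cycle genes (18, median −0.07, adjusted p = 0.148) and apoptosis genes (11 tested, median 0.04, adjusted p = 0.524) had no member that passed in either fit. The stress list (12) had a median of 0.06 and a mean of −0.06 with the direction Down (adjusted p = 0.850), so its median and test differ in sign. Of 15 proneural genes (median 0.08, adjusted p = 0.262) Neurod1 rose by 1.37 without E9.5.

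Markers of other cells in the sort were examined as well. The blood list (9 tested) had a median of −1.14 (adjusted p = 0.148), and without E9.5 Hba-x (−4.50), Hbb-y (−4.27) and Hba-a1 (−3.67) fell among 7 tested. Hemoglobin genes held 0.965%, 0.0617%, 0.228% and 0.0527% of UMIs in the wildtype libraries and 0.803%, 0.0181%, 0.391% and 0.0180% in the mutant ones. The GABAergic list (4 tested, median 1.05) had a camera adjusted p of 0.0134, lost with an estimated correlation (adjusted p = 0.553 with an estimated correlation). Its member Gad2, an enzyme of GABA synthesis, rose by 1.90 without E9.5. Radial progenitor genes (12, median −0.33) had a camera adjusted p of 0.0134, also lost (adjusted p = 0.584 with an estimated correlation), and none of them passed. In the sensory ganglion list (median 0.17, adjusted p = 0.284) Neurod1 and Pou4f1 rose without E9.5 and 7 did not pass, and of the crest and mesenchyme genes (7 tested, median −0.31, adjusted p = 0.262) none passed. With an estimated correlation 0 of 26 lists passed over the 4 ages, and at the preset correlation 4 did. With 1 age left out, in order of age, 8, 6, 8 and 5 lists passed at the preset correlation.

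The lists were also tested within the classes. In FBMN-like cells the FBMN markers held 6 of 8 that fell (adjusted p = 8.35e-09, and adjusted p = 0.499 with an estimated correlation), and the IEE markers 2 of 4 that rose and 1 that fell (adjusted p = 0.00843, and adjusted p = 0.499 with an estimated correlation). Cadherins there held 2 that rose and 5 that fell of 14. Of 9 stress genes and 11 apoptosis genes 1 each rose (both adjusted p = 0.0221, and adjusted p = 0.523 and 0.499 with an estimated correlation), and 2 of 3 blood genes fell (median −3.97, adjusted p = 0.0221, and adjusted p = 0.499 with an estimated correlation). In other motor neurons the IEE markers held 2 of 4 that rose (adjusted p = 0.00206, and adjusted p = 0.705 with an estimated correlation), while the 6 blood genes had a median of −2.37 (adjusted p = 3.04e-09, and adjusted p = 0.705 with an estimated correlation). In precursors the 18 cell cycle genes had a median of 0.26 (adjusted p = 7.13e-08, and adjusted p = 0.556 with an estimated correlation), and none passed over all genes. Motor neuron identity genes had a median of −0.33 there (adjusted p = 0.00341, and adjusted p = 0.556 with an estimated correlation). In early cells the semaphorin list had a median of −0.26 (adjusted p = 0.00437, and adjusted p = 0.824 with an estimated correlation) and the 3 tested blood genes −1.87 (adjusted p = 2.06e-05, and adjusted p = 0.824 with an estimated correlation). In cells outside the motor neurons the blood genes had a median of −0.83 (adjusted p = 0.00340, and adjusted p = 0.862 with an estimated correlation), and the radial progenitor genes one of 0.22 (adjusted p = 0.000580, and adjusted p = 0.794 with an estimated correlation).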

Values the study reported

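The study sorted its cells into 16 clusters and took clusters 1 to 6 as the r4 motor neuron trajectory. At E14.5 it counted IEE and FBMN cells in a ratio of 1:9.3 in wildtype and 1:1.3 in mutant embryos, with 32% fewer FBMNs in mutants. It found 92% of wildtype FBMNs in ventral r6, against 37% in mutants. When dividing cells were labelled with EdU at E9.25, 88% of wildtype and 85% of mutant labelled r4 motor neurons became IEE. After labelling at E10.0, 55% became IEE in wildtype and 73% in mutants, and after labelling at E10.5 the shares were 2% and 34%.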

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

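The tests of the mutant-enriched clusters, the test of FBMN-like cells against ganglion-like, mesenchyme-like and somatic-like cells, and the test of a variant counted in all cells were chosen after the results were seen; the other tests weighed here were written before. The 3 clusters of r4 motor neurons that held almost only mutant cells could reflect a difference between libraries, doublets, free RNA or a state of the mutant cells. A library-wide difference would part all cells by genotype. Outside the motor neurons only clustered cells entered here, 467 wildtype cells at E9.5 against 1904 in the gene test. Yet their excess of same-genotype neighbours was at most 0.276 times that in the r4 trajectory over 3 ages (26.2, 40.8 and 38.8 points in r4). In other motor neurons it was 0.459, 0.462 and 0.168 times the r4 value, but at E9.5 it was higher than in r4 (17.7 against 11.1 points). Doublets would carry more UMIs, and the clusters had at most 1.02 times the median UMIs of IEE-like and FBMN-like cells, while Gata3 in trigeminal-like cells of the mutant libraries was 0.00546 times that of the clusters at E11.5 and 0 UMIs in 16 cells at E12.5 (up to 0.0238 times), and in mesenchyme-like, ganglion-like and somatic-like cells 0.0195 and 0.0342 times, which argues against free RNA. These tests leave a mutant cell state as the likely reading, with the limit that each age rests on 1 mutant library.

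Gata2 UMIs in mutant FBMN-like cells could also come from free RNA or from doublets. The test written in advance took trigeminal-like cells as the background, and at E11.5 their share with a Gata2 UMI was 3.37% (1.25 to 7.19%), an interval that overlaps that of FBMN-like cells (4.95 to 38.8%). At E12.5 it was 13.3% of 15 cells (1.66 to 40.5%) against 10.8% of FBMN-like cells, so the planned test of Gata2 did not part the 2 classes at either age. Ganglion-like, mesenchyme-like and somatic-like cells had a share of 1.12% (0.136 to 4.00%) at E11.5 and 0 of 117 (up to 2.56%) against 6.51 to 16.5% at E12.5. At E11.5 the FBMN-like cells outside cluster 5 (2 of 20, 1.23 to 31.7%) overlap that background. Free RNA therefore stays open at E11.5, and of these 2 ages only the E12.5 share speaks against it. At E10.5 the interval of the 8 FBMN-like cells lay above that of ganglion-like, mesenchyme-like and somatic-like cells but overlapped that of trigeminal-like cells. Those 8 cells would be named early by their own Syt4 and Gata3 values. Mutant FBMN-like cells with a Gata2 UMI had 1.00 times the median UMIs of those without (22 cells), which argues against doublets.

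Genes that differed in other motor neurons and in cells outside them could follow a strain haplotype beside the edited locus, the sex of the pooled embryos or a variant elsewhere. Of the 200 tested genes next to Gata2 none was called in other motor neurons, against 4 of 13891 others (one-sided Fisher exact p = 1), but with so few calls a count of 0 was near certain either way, so the haplotype stays open. The 4 lie on chromosomes 1, 2, 4 and 19, while in outside cells DESeq2 called Dnajb8, Gm15594, Gm20186 and Peg10 on chromosome 6, which carries Gata2, and 5 genes on chromosome 16 (Ndufb4, Cox17, Rpl24, Col8a1 and Pcp4). Xist was lower in mutants at 3 of 4 ages (log2 folds of 1.00, −0.33, −8.41 and −0.28) and Ddx3y stood at −1.20, 0.84, 0.81 and −0.04, so the sex mix differed at several ages but not one way at all 4, which argues against sex. Ndufb4, Gm2000 and Rpl9-ps6 had 18 of 18 values between 0.799 and 1.47 times the log2 change in outside cells, but they were picked for being lower everywhere and the cell groups overlap, so a variant elsewhere stays open.

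Dividing the libraries anew bears on the counts of called genes. As many calls as the real count came from 13 of 32 splits in early cells, 3 of 32 in IEE-like cells and 4 of 32 in other motor neurons. Among the 8 splits that parted all 4 ages it was 3, 1 and 2, the real one included. Chance thus cannot be excluded for early cells and other motor neurons. For IEE-like cells 8 splits are too few to exclude it. In the trajectory and in outside cells the real count was 0, which 32 of 32 splits reach by necessity, so the comparison says nothing there. In precursors (3 of 10), FBMN-like cells (1 of 10) and the test of early against late ages (3 of 3) the splits were too few. Among splits that part as many pairs as the real one, the highest other counts were 0 in the trajectory, 13 in early cells and 6 in IEE-like cells. They were 86 in FBMN-like cells, 6 in other motor neurons and 3 in outside cells. The higher counts came from splits along genotype at some ages, such as 244 in the trajectory with E11.5 and E12.5 along genotype.

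In the trajectory the preset genes Nr2f2 and Cdh8 differed in sign between early and late ages, a difference that was not tested as such for sign (interaction adjusted p = 0.527 for Nr2f2 and 0.356 for Cdh8). The log2 fold of Nr2f2 was −0.10 at E9.5, then −0.96, 0.41 and 1.16. Cdh8 stood at 0.82 at E9.5, then at 0.38, −1.47 and −4.27. In IEE-like cells 1 age stood apart from the other 3 for 3 of 98 groups of 4 values, where chance alone passes about 5%. Inpp4b stood at 1.37 at E12.5, with 0.96 to 1.02 at the other ages. Hs3st1 stood at −1.59 at E9.5, with −0.72 to −0.64 at the others. The transcript 4930555F03Rik stood at −1.76 at E9.5, with −0.76 to −0.62 at the others.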

How the results depend on the processing

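The alternatives for the IEE share with clusters 11, 12 and 13 counted as IEE-like or with all mutant cells reassigned were chosen after the results were seen, and all others were listed before. Of 943 values of 116 gene results, 703 kept their side of the threshold and their direction, 112 were weaker, 122 stronger and 6 reversed. For the counts and shares 79 values kept their call, 43 moved and 1 reversed. Where a value moved, the cause was not tested. Depth limits low genes and the classes with few cells, above all mutant FBMN-like cells.

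Age was the replicate block, and without a block the calls fell to 0 in precursors, early, IEE-like, FBMN-like and other motor neuron cells and all 43 gene calls ended. Leaving out 1 age gave 0 to 345 calls in the trajectory, 0 to 148 in precursors, 0 to 64 in early cells, 0 to 39 in IEE-like cells, 118 to 348 in FBMN-like cells, 1 to 32 in other motor neurons and 0 to 8 outside. DESeq2 called 328, 7, 12, 8, 72, 21 and 30 genes in the trajectory, precursor, early, IEE-like, FBMN-like, other motor neuron and outside cells, and 94 for early against late ages. Without the filter on low counts edgeR called 737 in the trajectory, 137 in precursors, 62 in early cells, 74 in IEE-like cells, 174 in other motor neurons, 31 outside and 372 for early against late ages. The trajectory had 1 call at 0.5 times the resolution, 1 at 2 times, 16 with all cells clustered and 1 with equal cells per class.

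The programme difference in early cells ran from −0.022 to 0.20 when 1 age was left out. An estimated correlation took the list calls from 4 to 0, and leaving out 1 age gave 5 to 8. In the trajectory Gata3 turned to −0.038 and Shox2 to 0.64 with equal cells per class in the libraries of an age, which leaves out nearly all cells of clusters 11, 12 and 13, and Nr2f2 to −0.12 with all cells clustered. With 1 age left out Nr2f2 ran from −0.23 to 0.49 and Shox2 from −0.89 to 0.50, and Gata3 in IEE-like cells reached 0.063. The IEE share difference ran from 23.9 to 49.1 points with 1 age left out and was 36 and 29.7 points with all mutant cells given the class of their nearest wildtype cells over all ages or the same age. Some settings left no early or FBMN-like cells at an age, so they gave no value there.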

Other observations

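The values in this part were chosen after the results were seen. Interneuron-like cells of the mutant libraries carried Gata2 more often at 3 of 4 ages, by 3.45, 26.0, 4.48 and −3.51 points from E9.5 to E12.5 (mean 7.60, SD 12.8, two-sided exact permutation p = 0.375). At E10.5 a Gata2 UMI was found in 1.09% of wildtype and 27.1% of mutant interneuron-like cells (3.98 and 76.3 CPM). Mesenchyme-like and ganglion-like cells differed by −0.444 and 0.632 points on average and somatic-like motor neurons by 2.22. Progenitor-like cells had Gata2 in 5.33% of wildtype and 6.67% of mutant cells at E9.5, and in 1.69% and 19.1% at E10.5. In posterior-like motor neurons Gata3 was found more often in mutants at 4 of 4 ages, by a mean of 6.60 points (SD 3.23). The mutant shares were 9.26%, 7.18%, 9.32% and 2.33% in order of age. In mutant mesenchyme-like, ganglion-like and somatic-like cells together they were 2.31%, 1.19%, 6.18% and 5.13%. At E12.5 the posterior-like share thus lay below that background.

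The early cells of cluster 10 were mostly mutant, with 386 mutant and 15 wildtype cells at E10.5. Matched to their nearest wildtype cells, they split into 148 nearest early, 84 nearest precursor-like and 39 nearest IEE-like cells, and the rest nearest FBMN-like cells. The cells of cluster 6 split into 133 nearest early, 73 nearest FBMN-like and 6 nearest precursor-like cells. In the precursor-like r4 cluster 1 Gata2 stood at 131 and 201 CPM at E9.5 in wildtype and mutant, at 1.81 and 139 CPM at E10.5, and at 0 and 142 CPM at E11.5.

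The study counted IEE and FBMN cells in sections at E14.5, while the shares here count named clusters of sorted cells at E9.5 to E12.5. The populations and ages differ, so no direction of difference is drawn between the shares here, such as 396 of 404 mutant cells at E10.5, and those counts.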
